A study of Mus musculus with 16 samples. Its data were reported in "Dual functions of TET1 in germ layer lineage bifurcation distinguished by genomic context and dependence on 5-methylcytosine oxidation" (2023).

How the data were processed

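Chromatin accessibility was measured with omni-ATAC, a form of the assay for transposase-accessible chromatin with sequencing (ATAC-seq), in 16 libraries of mouse embryonic stem cells (ESCs) that were differentiating toward anterior neural progenitor cells (antNPCs). Per the labels, the libraries form 8 groups of 2: wild type (WT), Tet1 catalytic mutant (MUT) and Tet1 knockout (KO) cells on day 2 and on day 3, WT cells with the GSK3 inhibitor and Wnt activator CHIR99021 (CHIR) on day 3, and KO cells with the Wnt inhibitor XAV939 (XAV) on day 3. The libraries of a group come from separate cell lines, although the MUT lines are clones that the study made from a single WT line, which is also the line of CHIR replicate 1. The same pair of KO lines was used on day 2, on day 3 and with XAV. The CHIR libraries come from a pair of WT lines other than the untreated pair, so line and treatment differ together there. The study also made mock-transfected clones of the line of CHIR replicate 1. Whether the untreated WT lines are among those clones was not established here. The MUT libraries give an untreated comparison for the line of CHIR replicate 1 only. The labels give no group with the vehicle alone. The names of the deposited lists mark replicate 2 of each day 2 group as merged, and whether sequencing runs or libraries were merged is not given in the sources used here.

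The authors processed the reads with the ENCODE ATAC-seq pipeline against mm10 and deposited a list of peaks per library. The versions of the aligner and of the peak caller are not given in the sources used here. Each deposited peak carries the fold enrichment at its summit, a ratio to the local background, and the −log10 p and −log10 q from the authors' peak caller. These values are the authors' and served only to rank and filter peaks within a library. The deposited lists reach down to a −log10 p of 2. The authors also deposited lists of regions that differed in accessibility between KO and WT cells on day 3 (DARs), called with DiffBind 3.0.15 with background normalization. These lists hold coordinates and a region number, with no fold or p. The submitters' processing notes also name HOMER 2 and deepTools 3.4.3. Signal tracks and sequencing reads were not used here.

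Peaks of a library that shared start and end were merged into 1 region, and the 50000 regions with the highest −log10 p of the authors were kept per library. Read depth is unknown, because the deposited lists hold no counts, so no interval that needs a depth is given. The number of distinct regions per library, 135359 to 219047 with a median of 160817, and the −log10 p at rank 50000, 6.84 to 21.8, show how far the lists differ. Windows of 150 bp on either side of each summit were merged over libraries, and those held by at least 2 libraries made the 80595 consensus regions, with a median width of 343 bp. A consensus region or a DAR was open in a library when a kept region overlapped it by at least 1 bp. Occupancy is the share of a set of regions that was open in a library.

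For groups of 2 libraries, a region was gained when it was open in both libraries of the first group and in neither of the second, and lost in the reverse case. The same counts in the pair of splits that mix the groups gave the replicate spread. With 2 libraries against 2, an exact permutation test allows no p under 0.333, so these counts carry no p. KO and CHIR-treated WT (4 libraries) were set against WT, MUT and XAV-treated KO (6 libraries) on day 3, and the untreated libraries of day 3 (6) against those of day 2 (6). Those counts were compared with 100 splits of the same libraries, and occupancy was compared with two-sided exact permutation tests over all splits. Similarity of libraries was the Jaccard index of covered bases, tested with 100000 permutations of the group labels. The p-values measure the spread between lines of these groups.

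Positions were annotated with GENCODE M21 on GRCm38.p6, which shares its coordinates with mm10. A region was assigned to the protein-coding gene with the nearest transcription start site (TSS) within 100 kb. A region over 3 kb from every annotated TSS was called distal. The number of list genes with a DAR or a gained or lost region was compared, two-sided, with 10000 random gene lists matched on the number of consensus regions per gene. The 14 lists (241 genes) cover primitive streak, definitive endoderm, posterior and neuromesodermal cells, mesoderm, neuroectoderm, neural crest and surface ectoderm, naive and formative pluripotency, Wnt and Nodal signalling, and, for other cell types and controls, extraembryonic endoderm, trophoblast, fibroblasts (feeder cells) and housekeeping genes. Results at some single genes of these lists are not reported here. A second family of 8 marker lists came from a published embryo atlas through the study and was not chosen on these libraries. For 17 transcription factor consensus sequences, the shares of DARs that held them in the list opened by KO and in the list closed by KO, on either strand, were compared with a two-sided Fisher's exact test. Benjamini-Hochberg adjustment covered the lists of a family and both directions, all 224 tests of lists in the comparisons, or the 17 sequences, at a threshold of 0.05.

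The groups, tests, gene lists, consensus sequences and most alternatives were chosen before the data were examined. Named genes were Tet1, then the list members nearest to the most DARs (at most 12 per direction) with the 5 genes of the annotation that had the most DARs, and for other comparisons at most 8 list members and 3 further genes per direction. Lhx5, Tcf7l1, Lefty1 and Lefty2, which the study discussed, were named whatever they showed. Alternatives were the top 25000 and top 100000 regions, every deposited peak, peaks with a −log10 q of at least 2, coverage of 50% of a region, regions of any single library, other TSS windows, the line as a replicate block and leaving out each library. Replicates that share a number are the same line on both days and with or without XAV, whereas the CHIR lines are other lines, so the numbers pair libraries only outside the CHIR group. Yet the deviations of a line from its group mean hardly correlated between paired groups, with coefficients over regions of 0.0265 in WT, 0.00593 in MUT and 0.0248 in KO between days, and 0.00696 between KO and XAV-treated KO.

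The calling rule was tested on simulated data modelled on the KO and WT day 3 libraries, with 200 changed regions among 80595. With a change of 8 replicate SDs, 77.3% of the regions made more open and 84.3% of those made less open were called, with 0 in the wrong direction. With a change of 2 SDs, 39.5% and 49.1% were called. With no change, 984 regions were called gained and 931 lost, which is why every count is given beside its mixed splits. Of 300 random gene lists, 1.33% passed the list test, and 100% of planted lists did. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.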

Results

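Accessible chromatin was profiled in 16 ATAC-seq libraries of mouse ESCs on the way to antNPCs, in 8 groups of 2 libraries. WT, catalytically inactive Tet1 MUT and Tet1 KO cells were sampled on day 2 and on day 3. WT cells given the Wnt activator CHIR (3 µM) and KO cells given the Wnt inhibitor XAV (5 µM) from day 2 were sampled on day 3. TET1 is an enzyme that oxidises methylated cytosine, and the groups separate loss of that activity (MUT) from loss of the protein (KO). The deposited lists held 161449 to 276451 peaks per library, with a median of 196100, and the read depth behind them is unknown. KO day 3 replicate 2 had the fewest distinct regions (135359) and KO day 2 replicate 1 the most (219047).

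On average, libraries of a group shared more covered bases than libraries of different groups. The mean Jaccard index was 0.705 within groups (8 pairs) and 0.632 between groups (112 pairs), a difference of 0.0724 with a permutation p of 2e-05 over 100000 permutations. This did not hold for KO and WT on day 2, as the index within KO on day 2 was 0.681, below that of KO with MUT (0.711) and WT (0.700) on that day, and the index within WT on day 2 was 0.711, below that of MUT with WT (0.723). KO and WT on day 3 had a mean index of 0.636, and MUT and WT on day 3 had 0.700. CHIR-treated WT cells had indices from 0.513 with KO on day 2 to 0.573 with KO on day 3. XAV-treated KO cells had an index of 0.684 with MUT and 0.683 with WT on day 3, 0.698 with MUT, 0.690 with WT and 0.680 with KO on day 2, and 0.636 with untreated KO on day 3, whose libraries had an index of 0.657 with each other.

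Tet1 lies on chromosome 10 from 62804570 to 62908996 (mm10, minus strand), with 11 consensus regions assigned to it. An intronic region at 62884128 to 62884462 was open in all 10 libraries of WT, MUT and CHIR-treated WT cells and in 0 of the 6 libraries of KO lines, with or without XAV. The regions at 62865248 to 62865584, 62886826 to 62887595 and 62892577 to 62892930, each within 3 kb of an annotated TSS, were open in all 16 libraries. By library, the number of the 11 regions that was open was 8 and 8 in WT on day 2, 8 and 7 in WT on day 3, 7 and 8 in MUT on day 2, and 7 and 7 in MUT on day 3. It was 7 and 6 in KO on day 2, 5 and 6 in KO on day 3, 5 and 7 with CHIR, and 5 and 7 with XAV. The authors' deposited table holds 2 close-in-KO DARs at Tet1, of which that at 62883868 to 62884426 overlaps the intronic region and that at 62881225 to 62881525 was open in none of the 16 libraries.

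Loss of TET1 was examined by setting KO against WT on day 3. Among list genes, those with the most regions open in both KO libraries and in neither WT library included regulators of gastrulation. Foxa2, a transcription factor of the node and endoderm, had 5 such regions, among them 148040789 to 148041391 on chromosome 2. Gsc, an organizer homeobox gene, had 4, and Lhx1, a LIM homeobox gene of the streak and its derivatives, had 3, as many as Pax7, a gene of neural crest, and Ywhaz, a housekeeping gene. Wnt8a had 2, and Evx1 and Eomes had 2 each, including their promoters at 52313321 to 52313750 on chromosome 6 and at 118478019 to 118478341 on chromosome 9. In the other direction, Dnmt3a, a de novo DNA methyltransferase, had 4 regions open in both WT libraries and in neither KO library, Pax7 had 3 beside its 3 gained regions, Dlx5, Msx1, Grhl2, Esrrb and Pdgfrb had 2 each, and Lin28a, an RNA-binding protein of pluripotent cells, had 2, one of them at 134011662 to 134012218 on chromosome 4. Primitive streak genes had a gained region at 11 of 18 members (mean 5.04 in random lists, adjusted permutation p = 0.179) and Nodal genes at 7 of 15 (mean 2.74, adjusted permutation p = 0.269), and neither list passed.

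In all, 3168 regions were gained and 3386 lost in KO cells on day 3, while the mixed splits of the same 4 libraries gave at most 1097. Outside the lists, Foxn3 had 5 gained regions and St6gal1 had 4, and Rtn1, Nuak1 and Ulk4 had 5 lost regions each. The counts exceeded the replicate spread in both directions in 5 of 7 settings (6 alternatives and the one reported). The share of gained regions was 48.3%, or 36.2% when every peak with a −log10 q of at least 2 was used. Without any 1 of the 4 libraries, 4966 to 6091 regions were gained and 5485 to 6580 lost, since the rule then asks for fewer libraries.

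The authors' deposited table holds 1077 DARs that were more open in KO than in WT cells on day 3 (open-in-KO) and 920 that were less open (close-in-KO). Of the open-in-KO DARs, KO libraries of day 3 covered 73.9% ± 15.5 (SD, n = 2; 84.9% and 63.0% by library) and WT libraries 5.39% ± 0.525 (SD, n = 2). Of the close-in-KO DARs, KO libraries covered 30.7% ± 1.92 (SD, n = 2) and WT libraries 86.3% ± 4.00 (SD, n = 2). The lists were chosen on these libraries and are no independent evidence of a difference between them. Of the DARs, 579 open-in-KO DARs were gained and 403 close-in-KO DARs were lost by the rule used here, and 0 were called in the opposite direction.

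**Figure D1:**
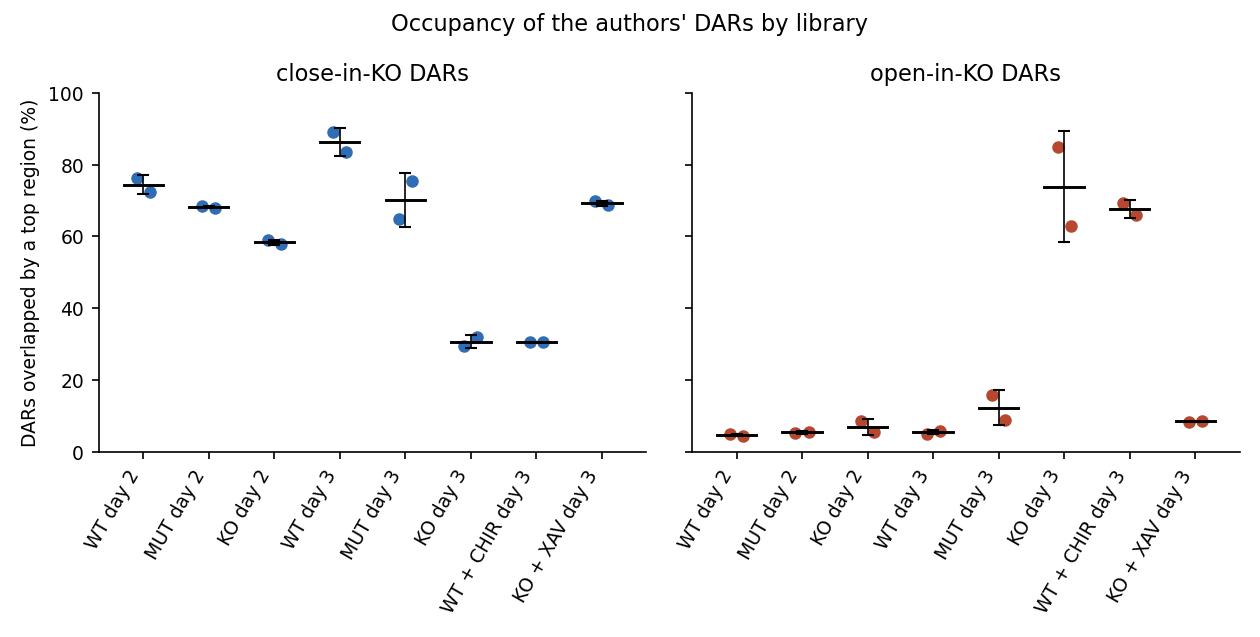
Share of close-in-KO DARs (left, blue) and open-in-KO DARs (right, red) of the authors' deposited table that a top region overlapped (y axis, %), by group (x axis). Points are the 2 libraries of each group, long bars their mean and whiskers 1 SD; KO and CHIR-treated WT cells on day 3 have means of 30.7% and 30.7% at the left, and 73.9% and 67.7% at the right.

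At named loci, 3 of the 4 open-in-KO DARs near Gsc in the authors' deposited table (104467012, 104486245 and 104501784 on chromosome 12) were open in both KO and both CHIR libraries. All 3 were open in 0 of 2 libraries with XAV. The close-in-KO DAR at 104507974, which lies 34794 bp upstream of the Gsc TSS, was open in every library except those of KO on day 3 and of CHIR. Near Foxa2, open-in-KO DARs of the authors' deposited table at 148084897, 148097262 and 148099905 on chromosome 2 were open in both KO libraries of day 3 and in 0 of 2 CHIR libraries. For Lhx5, a LIM homeobox gene of the forebrain, 1 close-in-KO DAR of the authors' deposited table was assigned by the nearest TSS (120338081 to 120338381 on chromosome 5). That DAR was open in 1 of 2 KO libraries of day 3, in 0 of 2 CHIR libraries and in both libraries of each other group. DARs nearer to another gene were not counted for Lhx5. Tcf7l1, a transcriptional repressor of Wnt targets, had an open-in-KO DAR at 72641573 on chromosome 6 that was open in both KO libraries of day 3 and in 1 of 2 CHIR libraries, and a close-in-KO DAR at 72677578 that was open in all 16 libraries, both from the authors' deposited table. Lefty1, an inhibitor of Nodal, had an open-in-KO DAR of the authors' deposited table at 180926323 on chromosome 1 that was open only in the 2 KO libraries of day 3. Another at 180924781 was open in all 16 libraries. Lefty2 had 0 DARs assigned to it, although both Lefty1 DARs lie within 100 kb of it.

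**Figure D2:**
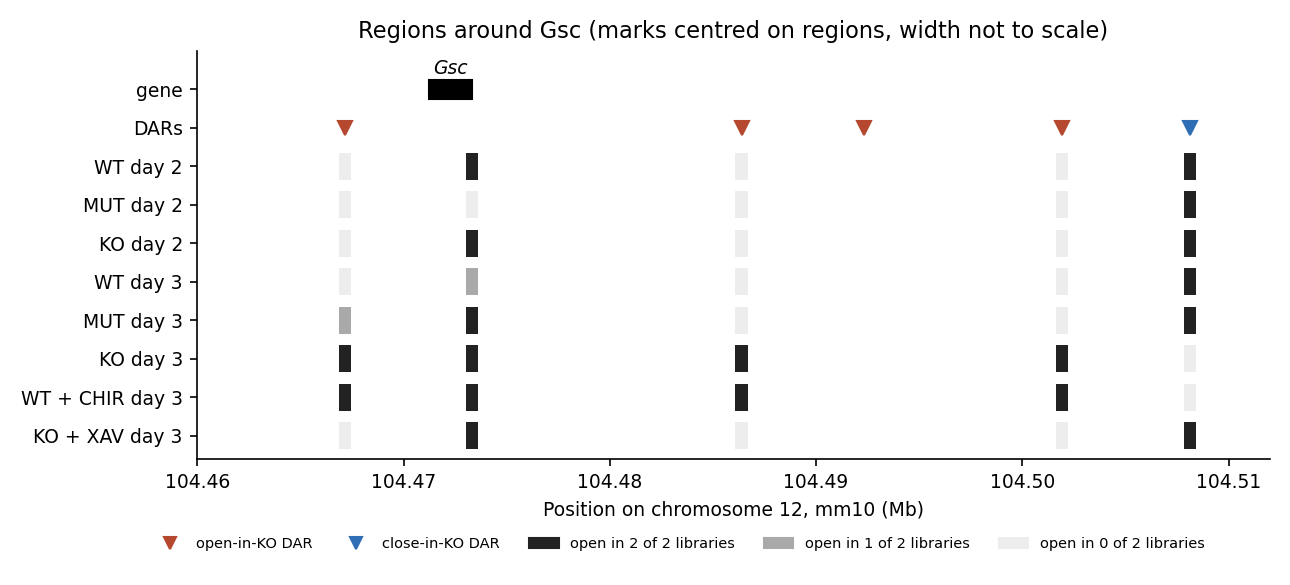
Consensus regions around Gsc on chromosome 12 (x axis, position in Mb, mm10) by group (rows), with black, grey and pale marks for regions open in 2, 1 and 0 of the 2 libraries and triangles for the authors' DARs. At 104486191 to 104486566 only KO and CHIR-treated WT cells of day 3 have black marks, and at 104507966 to 104508319 only those groups lack them.

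Genes of the primitive streak list, which mark cells that leave the epiblast at gastrulation, were near open-in-KO DARs more often than random lists. Of 18 members with any consensus region, 9 had such a DAR (Fgf8, Gsc, Foxa2, Noto, Evx1, Mesp1, Lhx1, Cdh2 and Eomes) against a mean of 2.08 in random lists, with a permutation p of 0.0002, the smallest that 10000 lists can give, and an adjusted p of 0.0056. Definitive endoderm (5 of 18 members: Foxa2, Gata6, Cer1, Otx2 and Cpm; adjusted p = 0.185) and posterior and neuromesodermal genes (4 of 16 members; adjusted p = 0.185) did not pass the permutation test. Wnt pathway genes had a DAR at 6 of 25 members (Dkk1, Lef1, Rspo3, Tcf7l1, Axin2 and Sp5; adjusted permutation p = 0.618). The other lists had 3 of 15 for Nodal, 4 of 18 for naive pluripotency, 2 of 19 for formative pluripotency, 4 of 30 for neuroectoderm, 3 of 26 for mesoderm and 1 of 16 for neural crest and surface ectoderm. Markers of other cell types and controls had 1 of 12 for extraembryonic endoderm, 1 of 13 for trophoblast, 1 of 14 for fibroblasts and 0 of 15 for housekeeping genes. With a TSS window of 500 kb, definitive endoderm passed as well, with 7 of 18 members and an adjusted permutation p of 0.0336.

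Close-in-KO DARs were not near any of the 14 lists more or less often than random lists, with 0 lists below an unadjusted permutation p of 0.05 as well. Lin28a, Dnmt3a and Pou3f1 were the 3 of 19 members with a DAR in the formative pluripotency list, and Klf2, Fgf4 and Esrrb the 3 of 18 in naive pluripotency. The primitive streak had 3 of 18 (Snai1, Fgf4 and Gsc), Wnt had 3 of 25 (Wnt8a, Tcf7l1 and Sp8), neuroectoderm had 1 of 30 (Lhx5), Nodal had 1 of 15 (Gsc) and neural crest and surface ectoderm had 1 of 16 (Grhl2). The other 7 lists had 0. Of the 8 atlas lists, endoderm markers passed near open-in-KO DARs, with 19 of 123 members against a mean of 7.82 in random lists (adjusted permutation p = 0.0032). Neuromesodermal progenitor markers had 15 of 100 (adjusted permutation p = 0.0944), primitive streak markers 6 of 37 (adjusted p = 0.470), mesoderm 7 of 79, ectoderm 5 of 49, epiblast 4 of 73, extraembryonic ectoderm 16 of 263 and visceral endoderm 20 of 479. Near close-in-KO DARs, 0 of the 8 atlas lists passed, and 0 were below an unadjusted permutation p of 0.05. Their counts ran from 3 of 37 for primitive streak and 4 of 123 for endoderm to 23 of 479 for visceral endoderm, with 5 of 100 for neuromesodermal progenitors, 5 of 79 for mesoderm, 5 of 49 for ectoderm, 6 of 73 for epiblast and 8 of 263 for extraembryonic ectoderm. By number of DARs in the authors' deposited table, Sfrp1, a secreted Wnt antagonist, and Agpat3 had 4 open-in-KO DARs each, and Sox13 had 4 close-in-KO DARs.

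**Figure D3:**
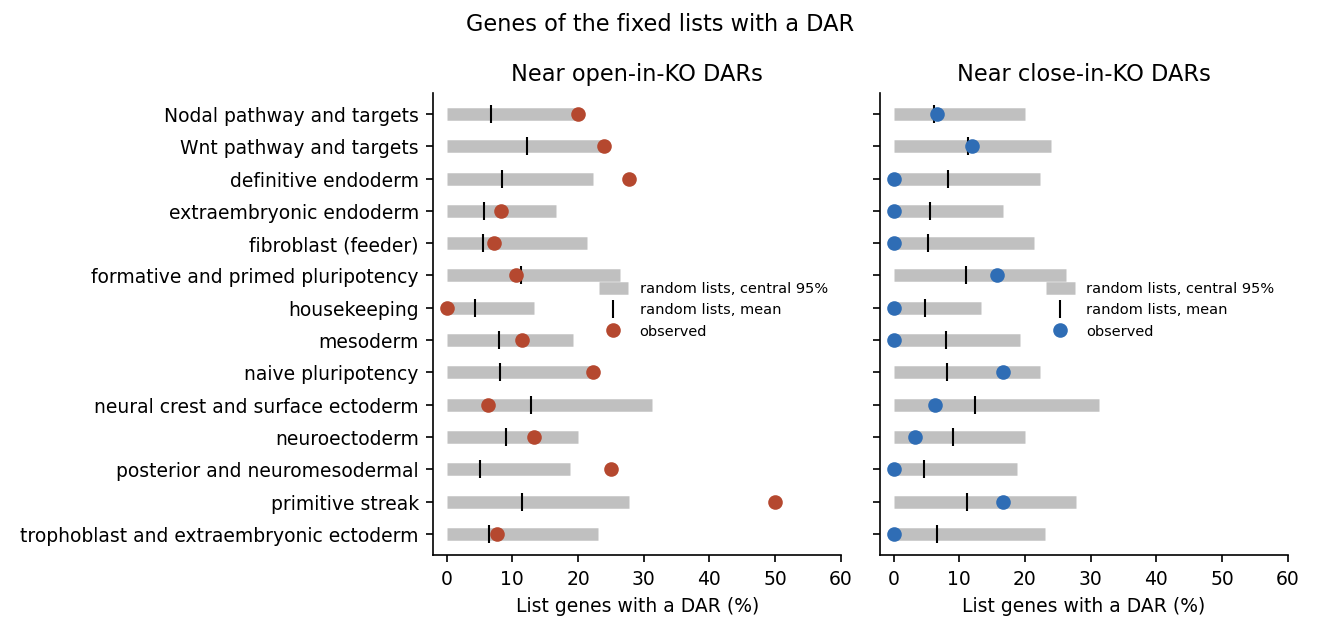
Share of each list's genes with an open-in-KO DAR (left) or a close-in-KO DAR (right) assigned to them within 100 kb (x axis, %), by list (y axis). Dots are observed shares, ticks the mean and grey bars the central 95% of random lists. At the left, the primitive streak list lies farthest from its random lists, with 9 of 18 members.

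Open-in-KO DARs lay farther from genes than close-in-KO DARs. Distal DARs numbered 907 (84.2%) of the open-in-KO and 628 (68.3%) of the close-in-KO lists in the authors' deposited table, an odds ratio of 2.48 (Fisher's exact p = 3.82e-17), and 59.1% of all consensus regions were distal. The median distance to a TSS was 13850 bp for open-in-KO and 7036.5 bp for close-in-KO DARs. Introns held 442 (41.0%) of the open-in-KO and 364 (39.6%) of the close-in-KO DARs, and intergenic sequence 453 (42.1%) and 232 (25.2%). The median GC content was 50.2% in open-in-KO DARs, 54.7% in close-in-KO DARs and 54.2% in other day 3 regions.

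Consensus sequences of TCF/LEF factors, the nuclear effectors of Wnt, were held by 17.3% of open-in-KO and 2.83% of close-in-KO DARs, against 5.13% of other day 3 regions (Fisher's exact test, adjusted p = 2.77e-27). T-box sequences, bound by factors such as Eomes and T, were held by 12.3% and 1.41%, forkhead sequences by 10.4% and 2.72%, GATA sequences by 9.19% and 2.28%, and LIM homeobox sequences by 5.11% and 2.61%. Close-in-KO DARs more often held TEAD sequences, bound by the partners of YAP (20.9% against 5.11% of open-in-KO DARs, Fisher's exact test, adjusted p = 3.67e-26), and SOX sequences (28.0% against 14.5%). NFY (34 of 920 against 14 of 1077 DARs) and paired-like homeobox sequences (2.93% against 1.49%) were also more frequent in close-in-KO than in open-in-KO DARs. So were AP-1 (8.04% against 5.20%) and KLF/SP sequences (5.00% against 2.79%), although other day 3 regions held both more often than either list (9.55% and 13.3%). Of the 17 sequences, 11 thus differed, and OCT, OCT-SOX, ZIC, SMAD, E-box and CTCF did not pass, with CTCF in 0 DARs of either list and in 6.34% of other regions. In 617 DARs of each list matched on GC content, 7 sequences differed, and the LIM homeobox, paired-like homeobox, KLF/SP and NFY differences did not pass, with KLF/SP sequences in more open-in-KO (3.89%) than close-in-KO DARs (2.92%). Among distal DARs alone, 9 sequences differed, and AP-1 (Fisher's exact test, adjusted p = 0.0897) and KLF/SP (adjusted p = 0.703) did not pass. There, AP-1 sequences were in 7.64% of close-in-KO and 5.18% of open-in-KO DARs, and KLF/SP sequences in 3.18% and 2.65%.

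**Figure D4:**
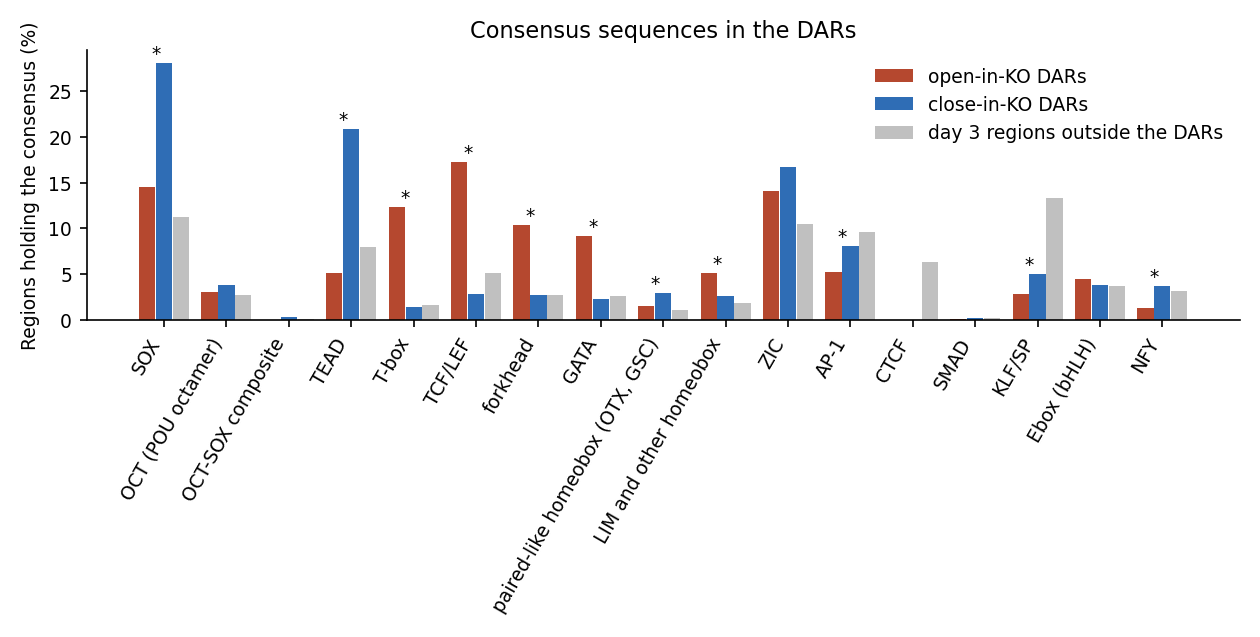
Share of open-in-KO DARs (red), close-in-KO DARs (blue) and other day 3 regions (grey) that hold each consensus sequence (y axis, %), by transcription factor family (x axis). Asterisks mark the 11 families with an adjusted p under 0.05 between the DAR lists, with TCF/LEF at 17.3% and 2.83% and TEAD at 5.11% and 20.9%.

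Loss of catalytic activity alone was examined in MUT against WT cells on day 3. Single regions near Gata3 (9887619 to 9887947 on chromosome 2), Cdx1, Nes and Lgr5, all within 3 kb of a TSS, 3 regions near Msx2 and 2 near Actb, a housekeeping gene, were open in both MUT and in neither WT library. Foxa2, Dnmt3a, Sox2, Esrrb, Pax7, Smad7 and Axin2 had 2 lost regions each. The counts, 1532 gained and 1555 lost, were close to the replicate spread, as the mixed splits gave up to 1454. MUT libraries covered 12.3% ± 4.92 (SD, n = 2) of the open-in-KO and 70.1% ± 7.53 (SD, n = 2) of the close-in-KO DARs of the authors' deposited table. By the rule used here, 23 open-in-KO DARs were gained and 71 close-in-KO DARs lost in MUT cells. Genes of the fibroblast list had a region lost in MUT cells at 6 of 14 members, against a mean of 1.33 in random lists (adjusted permutation p = 0.149), and at 8 of 14 with a TSS window of 500 kb (adjusted p = 0.0448). Against the same WT libraries, members of this list had a lost region at 6 of 14 in KO cells (mean 2.52, adjusted permutation p = 0.529) and at 7 of 14 with CHIR (mean 4.47, adjusted permutation p = 1). The counts exceeded the spread in both directions in 3 of 7 settings, and the gained share of 49.6% was 60.5% with every deposited peak. Without any 1 of the 4 libraries, 3549 to 3827 regions were gained and 3156 to 4045 lost.

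Day 2 was examined to ask whether differences precede day 3. On day 2, KO cells lost 3 regions each near En1, a midbrain homeobox gene, and Pax7, and 2 each near Lhx5, T, Twist2, Pou2f2 and Sparc, with the Lhx5 promoter region at 120431198 to 120431563 open in 0 of 2 KO and both WT libraries. Tcf7l2, a Wnt effector, and Hesx1, a forebrain homeobox gene, had 2 gained regions each. In all, 1585 regions were gained and 1751 lost, while mixed splits gave up to 1545. KO libraries of day 2 covered 58.4% ± 0.769 (SD, n = 2) of the close-in-KO DARs of the authors' deposited table, against 74.4% ± 2.69 (SD, n = 2) in WT and 68.2% ± 0.384 (SD, n = 2) in MUT. The open-in-KO DARs were covered at 6.92% ± 2.17 in KO, 4.69% ± 0.328 in WT and 5.34% ± 0.328 in MUT (SD, n = 2 each). The KO counts exceeded the spread in 2 of 7 settings, their gained share of 47.5% was 66.3% with every deposited peak, and without any 1 library they were 3008 to 3875 gained and 3168 to 4426 lost.

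In MUT cells on day 2, Sox2, Trh and Ncam1 had 2 gained regions each and Prdm14, a regulator of naive pluripotency, had 2 lost regions. The counts of 1396 gained and 1312 lost did not exceed the mixed splits, which gave up to 1399. They exceeded it in both directions in 1 of 7 settings, and the gained share of 51.6% was 36.9% among peaks with a −log10 q of at least 2. Without any 1 library, 2834 to 3787 regions were gained and 2885 to 3240 lost. Regions that differed between KO and WT in the same direction on both days numbered 84 gained, against 139 for independent lists, and 274 lost, against 33.1. How many regions unchanged groups would share between the days was not simulated, so these counts alone do not show a difference that lasts.

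Activation of Wnt signalling was examined in CHIR-treated against untreated WT cells on day 3. Wnt targets and effectors gained many regions, with 8 each near Lef1 and Axin2, 7 near Tcf7l2 and 6 near Fzd10, a Wnt receptor. A Lef1 region at 131109668 to 131109972 on chromosome 3, 651 bp upstream of the TSS, was open in both CHIR libraries and in no other library. Foxc1 and Cxcr4 had 8 gained regions each, Lhx1 had 7 and Hand1, a mesodermal transcription factor, had 6. Lost regions were found near Smad7, Esrrb and Lef1 (4 each), and near Grhl2, Pax7, Axin2, Mef2c and Foxc1 (3 each). Tenm4 had the most gained regions of all genes, 17, and Nav2 and Magi1 the most lost, 9 each.

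CHIR-treated cells gained 8847 and lost 7273 regions, against at most 697 in the mixed splits, and exceeded the spread in 7 of 7 settings. Genes of the Wnt list had a gained region at 23 of 25 members against a mean of 14.7 in random lists, with a permutation p of 0.0002, the smallest possible, and an adjusted p of 0.0448. This was 1 list passing among 224 tests over all comparisons, of which 17 had an unadjusted permutation p under 0.05. Primitive streak genes had a gained region at 16 of 18 members (mean 10.1, adjusted p = 0.149) and passed the permutation test with a TSS window of 50 kb (16 of 18, adjusted p = 0.0448). Posterior and neuromesodermal genes had one at 11 of 16 members (mean 5.46, adjusted permutation p = 0.179). CHIR libraries covered 67.7% ± 2.49 of the open-in-KO DARs and 30.7% ± 0 of the close-in-KO DARs of the authors' deposited table (SD, n = 2 each). The CHIR libraries came from other WT lines than the untreated libraries, so line and treatment differ together in this comparison. The MUT lines, clones of the line of CHIR replicate 1, argue against line as the source of the whole change. Against MUT on day 3, CHIR-treated cells gained 8717 and lost 7345 regions, while MUT against WT gave 1532 and 1555. The mean Jaccard index of MUT on day 3 was 0.556 with CHIR-treated cells and 0.700 with WT on day 3. The line of CHIR replicate 2 has no such control, so a part played by the lines stays open. Without any 1 library, 10086 to 10468 regions were gained and 9319 to 11400 lost, the last without WT day 3 replicate 2.

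**Figure D5:**
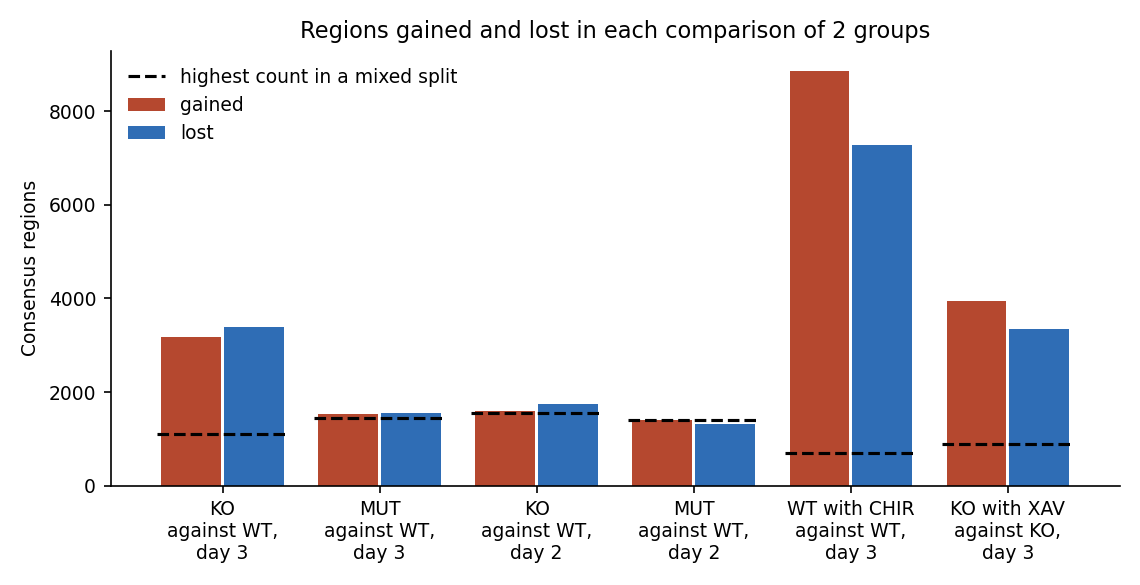
Number of consensus regions gained (red) and lost (blue) in each comparison of 2 groups with 2 libraries each (y axis, count), with a dashed line at the highest count in a mixed split. CHIR-treated WT cells have 8847 and 7273 against 697, whereas MUT cells on day 2 have 1396 and 1312 against 1399.

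Inhibition of Wnt signalling was examined in XAV-treated against untreated KO cells on day 3, in the same lines. Regions open in untreated KO and in neither XAV library included 6 near Foxa2, 3 each near Gsc, Lhx1 and Smad7, and 2 each near Evx1, Eomes, Ets2 and Pax7, with the promoters of Evx1 and Eomes among them. Regions open with XAV and in neither untreated KO library included 2 near Pax6, a regulator of eye and forebrain, 1 of them at 105668571 to 105668942 on chromosome 2, 2 near Six3, another forebrain regulator, 3 each near Tcf7l1 and Grhl2, and 2 each near Tcf7l2, Wnt8a and the fibroblast genes Fbln1 and Pdgfrb. In all, 3943 regions were gained and 3351 lost with XAV, against at most 897 in the mixed splits. Neuroectoderm genes had a gained region at 13 of 30 members (adjusted permutation p = 0.839) and a lost region at 2 of 30 against a mean of 7.83 (adjusted permutation p = 0.269). Primitive streak genes had a lost region at 11 of 18 members (mean 5.64, adjusted permutation p = 0.269), and mesoderm genes a gained region at 1 of 26 (mean 6.79, adjusted permutation p = 0.179) and a lost region at 12 of 26 (adjusted p = 0.309). XAV libraries covered 8.45% ± 0.131 of the open-in-KO and 69.2% ± 0.769 of the close-in-KO DARs of the authors' deposited table (SD, n = 2 each). Of these DARs, 550 open-in-KO DARs (51.1%) were lost and 271 close-in-KO DARs (29.5%) gained with XAV. The DARs were chosen on the same untreated KO libraries, so part of this reversal may come from that choice. How large it would be without an effect of XAV was not tested.

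The XAV counts exceeded the spread in 6 of 7 settings. The gained share of 54.1% was 70.2% with every deposited peak and 80.8% among peaks with a −log10 q of at least 2. Without any 1 of the 4 libraries, 6225 to 6933 regions were gained and 4708 to 6339 lost, with 5732 and 6339 lost without KO day 3 replicates 1 and 2.

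Regions gained in KO cells were compared with those gained with CHIR. Of the 3168 regions gained in KO cells, 1260 (39.8%) were gained with CHIR as well. Both comparisons use the WT libraries of day 3, and unchanged groups simulated with these shared controls had 390 such regions on average and at most 447, from shorter lists of 1241 regions on average. Independent lists would share 1241 as well. With MUT as the control of CHIR, 731 were shared, against 850 for independent lists. Of the regions lost in KO cells, 2354 (69.5%) were lost with CHIR, against 336 in simulated groups (at most 384, from lists of 1211 on average) and 553 for independent lists, and 952 were shared with MUT as the control of CHIR, against 164. Part of these overlaps may come from the shared controls. With MUT as the control of CHIR, unchanged groups were not simulated, so independent lists are the only reference there. The gained overlap was thus near or below that of independent lists, though this reference is high for gained regions, since regions closed in the controls enter the consensus through other libraries, KO and CHIR among them. At the 8717 regions gained with CHIR against MUT, chosen without KO or untreated WT libraries, KO libraries of day 3 covered 19.7% ± 4.85, WT libraries 7.59% ± 0.284 and XAV-treated KO libraries 7.48% ± 0.0811 (SD, n = 2 each). At the 7345 regions lost with CHIR against MUT, the shares were 56.9% ± 1.51, 75.7% ± 0.337 and 68.0% ± 0.818 (SD, n = 2 each). The MUT lines are clones of the WT line used for CHIR replicate 1, so these sets are not free of shared lines. The number of shared gained regions was 2302 without KO day 3 replicate 2, 2077 without WT day 3 replicate 1 and 2052 without WT day 3 replicate 2. In CHIR cells, 592 (55.0%) of the open-in-KO DARs in the authors' deposited table were gained and 432 (47.0%) of the close-in-KO DARs lost.

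To ask whether accessibility follows Wnt activity, KO and CHIR-treated WT cells were set against WT, MUT and XAV-treated KO cells on day 3. Regions open in all 4 libraries of the first set and in none of the other 6 included 3 near Lhx1, 2 each near Evx1, Gsc and Tcf7l2, and 1 each near Mesp1, Pdgfra, Prdm14 and the promoter of Cer1, a secreted Nodal and Wnt antagonist (82885071 to 82885409 on chromosome 4). Regions closed in those 4 and open in the other 6 included 1 near Sox2, a neural and pluripotency factor (34692123 to 34692476 on chromosome 3), and 1 each near Lin28a, Gdf3, Esrrb, Gsc, Trh and Grhl2. There were 633 gained and 534 lost regions. Primitive streak genes had a gained region at 5 of 18 members (mean 1.36, adjusted permutation p = 0.309). The first 4 libraries covered 70.8% ± 9.75 of the open-in-KO DARs of the authors' deposited table and the other 6 covered 8.71% ± 3.81, a difference of 62.1 percentage points (exact permutation p = 0.00952, 210 splits, two-sided). For the close-in-KO DARs the shares were 30.7% ± 1.11 and 75.2% ± 9.41, a difference of -44.5 points (exact permutation p = 0.00952). Both tests reassign single libraries and so break up the groups of 2, and the KO lines lie on both sides. Splits of whole groups were not tested, and the DARs were chosen on the KO and WT libraries. The p-values therefore cannot show that accessibility follows Wnt activity. Without the WT and KO libraries on which the DARs were chosen, the differences were 57.3 and -39.0 points, where 15 splits allow no exact p under 0.133. The gained share of 54.2% was 42.1% among peaks with a −log10 q of at least 2, and 1382 regions were gained without KO day 3 replicate 2, while 990 and 934 were lost without KO day 3 replicates 1 and 2.

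Differentiation was examined by setting the 6 untreated libraries of day 3 against the 6 of day 2. Fezf1, a forebrain zinc finger gene, had 2 regions that were open in all day 3 and in no day 2 libraries, 1 of them at 23248011 to 23248329 on chromosome 6, and Bmp4, Twist2 and Tcf7l2 had 1 each. Dnmt3l, a cofactor of de novo DNA methylation in early cells, had a promoter region at 78049702 to 78050027 on chromosome 10 that was open in all day 2 and in no day 3 libraries. Afp, Prdm14 and Chrd, a BMP antagonist, had 1 such region each. In all, 243 regions were gained and 607 lost, and the gained share of 28.6% was 10.4% with every deposited peak and 4.22% among peaks with a −log10 q of at least 2. With the line as a replicate block, the counts had an exact permutation p of 0.0312 each over 32 splits, where at most 15 regions were called in another split. The gained count was 367 without WT day 3 replicate 1 and 378 without KO day 3 replicate 2.

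The open-in-KO DARs of the authors' deposited table were covered at 30.5% ± 34.5 on day 3 and 5.65% ± 1.43 on day 2, a difference of 24.9 percentage points (SD, n = 6 each; exact permutation p = 0.0303, and 0.0312 with the line as a replicate block). These DARs were chosen as more open in KO than in WT libraries of day 3, which are part of the day 3 group. That choice raises the day 3 mean by itself, so the difference and its p cannot show a change with the day. The close-in-KO DARs were chosen on the same libraries and share this limit. Without the KO libraries, an alternative chosen after seeing the data, the difference was 3.83 points (exact permutation p = 0.0857). The call was also lost without KO day 3 replicate 1 (14.0 points) or 2 (18.4 points), MUT day 3 replicate 1 (27.8 points) or 2 (29.2 points), WT day 2 replicate 1 (24.7 points) or 2 (24.6 points) or MUT day 2 replicate 1 (24.8 points), with exact permutation p from 0.0519 to 0.0606. The close-in-KO DARs were covered at 62.4% ± 25.9 on day 3 and 67.0% ± 7.34 on day 2, a difference of -4.62 points (SD, n = 6 each; exact permutation p = 0.656, and 0.562 with the line as a block), and without the KO libraries of 6.90 points (exact permutation p = 0.343). The sign also turned without KO day 3 replicate 1 (1.99 points) or 2 (1.44 points).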

Values the study reported

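The study reported 1997 DARs between KO and WT cells on day 3, of which 920 closed and 1077 opened in KO cells. Between MUT and WT cells on day 3 it reported 4 DARs, 2 open and 2 close. On day 2 the study reported no significant DARs for KO or MUT against WT cells. By its criterion of more than 3 kb from a TSS, 625 (68%) of the close-in-KO DARs and 902 (84%) of the open-in-KO DARs were distal.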

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

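The tests on the neighbourhood of Tet1 and with genotype reassigned by line were chosen only after the result was seen. For 1 of 4 sets of regions, the difference between KO cells and the other genotypes itself differed between the days in a test that ignores the lines. At 9331 regions gained with CHIR against XAV-treated KO cells on day 3, the occupancy of KO minus that of WT and MUT libraries was 12.1 points on day 3 and -1.07 points on day 2, a difference of 13.2 points (exact permutation p = 0.00889, 225 splits). That test reassigns genotype on each day separately, although the same 6 lines were sampled on both days. With genotype reassigned by line, the line being the replicate block, the exact permutation p was 0.0667 at each of the 4 sets. This is the smallest p that 15 splits allow, so that test cannot pass and cannot decide on the call. The call thus rests only on the test that ignores the lines, and the sets are not told apart by line. The occupancy on day 3 was 23.4% ± 4.85 in KO, 10.9% ± 0.765 in WT and 11.6% ± 1.11 in MUT (SD, n = 2 each). Ignoring the lines, the same difference of differences did not pass at the open-in-KO DARs (63.2 points, exact permutation p = 0.0622), the close-in-KO DARs (-34.6 points, p = 0.138) or the 8541 regions lost with CHIR against XAV-treated KO cells (-13.8 points, p = 0.0933).

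A random grouping of single libraries can be excluded as the source of the counts in the comparisons of more than 2 libraries a side. Only the real split, 1 of 100 splits in each case, gave as many regions. For KO and CHIR-treated WT cells against the other day 3 groups, 633 regions were gained and 534 lost, against at most 261 and 103 in other splits. For day 3 against day 2, 243 were gained and 607 lost, against at most 35 and 35. These splits break up replicate groups, which by itself lowers such counts. In the comparison with CHIR the KO lines also lie on both sides, and splits of whole groups were not tested.

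Close-in-KO DARs were covered less in KO than in WT cells on day 2 and less in XAV-treated KO than in WT cells on day 3. The choice of these DARs on libraries of the same lines may account for the day 2 difference and stays open, since at 7345 regions lost with CHIR against MUT, chosen without KO or untreated WT libraries, KO libraries of day 2 (64.5% ± 3.60) overlapped those of WT (66.6% ± 2.88), with a gap of -2.51 points. On day 3 the tables argue against that choice as the whole cause. Both XAV libraries (68.0% ± 0.818) lay below both WT libraries (75.7% ± 0.337) at the same regions, with a gap of 6.83 points and a largest range within a group of 1.16. At the DARs WT (86.3%) and XAV-treated KO cells (69.2%) lay further apart, so part of that difference may come from the choice. The MUT libraries of day 3 (64.8% and 75.4%) lay on either side of XAV there. The 7345 regions were chosen as open in MUT libraries, clones of a WT line, so they are not neutral between WT and KO lines. The genotype, the lines and an incomplete effect of XAV remain as untested explanations of the gap at the 7345 regions.

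Open-in-KO DARs were covered at 12.3% in MUT and 5.39% in WT cells on day 3, with both MUT libraries above both WT libraries. The DARs were chosen as closed in those WT libraries, which could set WT low by itself. At the 9331 regions, chosen without untreated WT or MUT libraries, the groups overlapped, with a gap of -0.589 points against a largest range within a group of 1.58. The choice of the DARs therefore stays open as an explanation, and a loss of catalytic activity was not separated from it.

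Regions that differed between KO and WT cells in the same direction on both days numbered 358. Without a simulation of unchanged groups, repeated calls by chance stay open as a source of them. Sequence of another strain carried along with the targeted Tet1 allele is one candidate explanation, and it would place such regions on chromosome 10. The share there was 4.19%, against 5.03% of all consensus regions (Fisher's exact p = 0.545), which argues against linked sequence across that chromosome as the source. Within 5 Mb of Tet1 and outside the gene the share was 0.840% (3 of 357 regions), against 0.513% of all consensus regions (Fisher's exact p = 0.436), and too few regions lie there to decide. A lasting effect of TET1 loss and other differences between the lines cannot be told apart near Tet1.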

How the results depend on the processing

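The alternatives for the overlap, the similarity of libraries, the day comparison without KO libraries, the line as a block for the KO difference between days and the list windows of the comparisons were chosen after seeing the data. Of 306 alternative values of 28 results, 174 kept their direction and their side of the threshold or stayed within 1.5 times of the count, 115 moved further, 14 lost a call and 3 reversed. Counts grow with the number of regions kept and with fewer libraries per group, by construction of the rule; where a count moved otherwise, the cause was not tested. Unknown depth limits every count, and KO day 3 replicate 2 had the lowest −log10 p at rank 50000, 6.84. With the line as a replicate block the day counts of 243 and 607 and the XAV counts of 3943 and 3351 cannot move, since the rule asks for the same libraries with or without pairs, so they say nothing about stability. The KO difference between days at the regions gained with CHIR against XAV-treated KO cells, 13.2 points, had an exact permutation p of 0.0667 with that block. This is the smallest p possible there, so the block could not keep the call and does not decide on it.

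With the top 25000 regions, the gained and lost counts were 1422 and 1596 (KO, day 3), 708 and 739 (MUT, day 3), 815 and 904 (KO, day 2), 734 and 730 (MUT, day 2), 3981 and 3445 (CHIR), 1830 and 1484 (XAV), 230 and 265 (KO and CHIR against the other day 3 groups) and 112 and 272 (day 3 against day 2). With the top 100000 they were, in that order, 5946 and 7004, 3298 and 3261, 3424 and 3863, 2961 and 2909, 16792 and 13639, 8577 and 6272, 1145 and 864, and 396 and 984. With every deposited peak they were, in that order, 9032 and 8157, 6104 and 3992, 7635 and 3886, and 5386 and 5648. The next counts in that order were 23668 and 16002, 16214 and 6894, 1258 and 1029, and for the days 182 and 1561. With a −log10 q of at least 2 they were 4186 and 7386 (KO, day 3) and 3932 and 3672 (MUT, day 3). On day 2 they were 3415 and 3602 (KO) and 3070 and 5248 (MUT). They were 19884 and 14241 with CHIR and 13885 and 3290 with XAV. For KO and CHIR against the other day 3 groups they were 685 and 942, and for the days 77 and 1747. The overlap of regions gained in KO and with CHIR was 506, 2369 and 3444 with the top 25000, the top 100000 and every peak, and 731 with MUT as the control.

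Leaving out 1 library at a time gave 4966 to 6091 gained and 5485 to 6580 lost (KO, day 3), 3549 to 3827 and 3156 to 4045 (MUT, day 3), 3008 to 3875 and 3168 to 4426 (KO, day 2), 2834 to 3787 and 2885 to 3240 (MUT, day 2), 10086 to 10468 and 9319 to 11400 (CHIR), 6225 to 6933 and 4708 to 6339 (XAV), 658 to 1382 and 579 to 990 (KO and CHIR), 264 to 378 and 650 to 801 (days) and 1513 to 2302 for the overlap. Each library left out moved the KO and MUT counts of both days and the gained count with XAV by more than 1.5 times. In the other counts such moves were 5732 and 6339 lost with XAV without KO day 3 replicates 1 and 2, 11400 without WT day 3 replicate 2, 1382 and 934 without KO day 3 replicate 2, 990 without KO day 3 replicate 1, 367 without WT day 3 replicate 1, 378 without KO day 3 replicate 2, and for the overlap 2302 without KO day 3 replicate 2 and 2077 and 2052 without WT day 3 replicates 1 and 2. The similarity difference ranged from 0.0584 to 0.0783.

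Occupancy of the open-in-KO DARs by Wnt group differed by 57.4 to 64.7 points without 1 library, and that of the close-in-KO DARs by -46.6 to -41.8. Without the WT and KO libraries the differences were 57.3 and -39.0 (exact permutation p = 0.133, the smallest that 15 splits allow). The day difference at open-in-KO DARs lost its call with the top 25000 (11.8 points, exact permutation p = 0.117), every peak (22.8, p = 0.128), a −log10 q of at least 2 (21.3, p = 0.214) and without the KO libraries (3.83, p = 0.0857), and ranged from 14.0 to 30.0 without 1 library, losing the call without KO day 3 replicate 1 (14.0) or 2 (18.4), MUT day 3 replicate 1 (27.8) or 2 (29.2), WT day 2 replicate 1 (24.7) or 2 (24.6) or MUT day 2 replicate 1 (24.8). At close-in-KO DARs the day difference, -4.62, passed no threshold in any setting and ranged from -9.97 to 1.99 without 1 library, reversing without KO day 3 replicate 1 (1.99) or 2 (1.44) and without the KO libraries (6.90). Lists near open-in-KO DARs that passed numbered 2 with a TSS window of 500 kb, and those in the comparisons 2 at 50 kb and 2 at 500 kb. With GC matching, 7 motifs differed, in 617 DARs per list.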

Other observations

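The test of day 2 regions under XAV was chosen only after the result was seen. XAV-treated KO cells shared more covered bases with MUT cells of day 2 (mean Jaccard index 0.698), WT cells of day 2 (0.690) and KO cells of day 2 (0.680) than with untreated KO cells of day 3 (0.636), but the indices with MUT (0.684) and WT (0.683) cells of day 3 were above that with KO cells of day 2, and untreated KO libraries of day 3 had a low index even with each other (0.657). A hypothesis is that regions of day 2 may stay open under XAV. It was tested at 1047 regions open in all WT and MUT libraries of day 2 and in no WT or MUT library of day 3. KO cells covered 84.7% ± 2.63 of them on day 2 and 14.5% ± 2.97 on day 3, and XAV-treated KO cells covered 37.5% ± 0.473 (SD, n = 2 each), with a gap of 20.5 points between the nearest XAV and untreated KO libraries and a largest range within a group of 4.20. At 815 regions gained between those days in WT and MUT cells, XAV-treated KO cells covered 25.3% ± 0.868 and untreated KO cells 55.6% ± 4.34, so a general excess of called regions with XAV is not the source. CHIR-treated WT cells covered 9.03% ± 0.743 and 39.6% ± 4.86. Whether XAV slows differentiation or acts on these regions was not separated.

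Of the regions gained in KO cells on day 3, 62.4% were open in neither XAV library and 18.2% in both, and 1837 of 3168 were open in neither MUT library of day 3 and 429 (13.5%) in both. Of the regions lost in KO cells, 42.5% were open in both XAV libraries and 34.1% in neither, 40.4% in both MUT libraries of day 3 and 25.8% in neither, 51.3% in both WT libraries of day 2 and 28.7% in neither, and 37.2% in both KO libraries of day 2 and 40.9% in neither.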
